A study of Homo sapiens with 4 samples. Its data were reported in "Multi-omics and machine learning reveal context-specific gene regulatory activities of PML::RARA in acute promyelocytic leukemia" (2023).

How the data were processed

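Omni ATAC-seq libraries were made from U937-PR9 cells, a human monocytic line that carries a PML::RARA transgene under a zinc-inducible promoter. In ATAC-seq a transposase inserts sequencing adapters into open chromatin, so that the number of reads over a region measures its accessibility. The data comprised 2 uninduced libraries, from cells given water, and 2 induced libraries, from cells given 100 μM zinc sulfate, each after 5 hours. Groups and replicate numbers were taken from the sample labels. Every column of per-library values was matched to a labelled sample.

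According to their methods, the authors trimmed reads with Trimmomatic, aligned them to hg19 with Bowtie2, removed PCR duplicates and blacklisted reads, and called peaks with MACS2 at a q-value of 0.01. Peaks from both replicates were merged into a set of bins, and DiffBind with DESeq2 was used for the differential comparison. Tool versions and the handling of the transposase offset and of mitochondrial reads were not stated there. The deposited table gives a scaled read signal for each region in each library, in which the authors multiplied the reads by a single factor per library. The authors' deposited mean concentrations and fold change are on the log2 scale, and the authors' p-value and its FDR adjustment come from DESeq2. The means and fold changes were recomputed from the library columns and differed by at most 0.00731 on the log2 scale, which is rounding.

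The size of the smallest step between values was estimated in each library, and at least 99.998% of the values were whole multiples of it, so that whole reads could be recovered. The lowest value in every library was 1 read, a floor set before deposition. Reads in regions came to 11643407 in uninduced replicate 1, 13273091 in uninduced replicate 2, 11157624 in induced replicate 1 and 7349301 in induced replicate 2. The relative sizes behind the deposited factors were 1.16, 1.41, 1.43 and 1 in the same order. These sizes are not proportional to the reads in regions, so the deposited scaling was not made from the reads in regions, and what the factors count is not stated. Median reads per region were 43, 53, 46 and 30. Reads without molecular identifiers are not independent molecules, and intervals given for shares cover counting error only.

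Before the data were examined, the test for a table of normalized values was set as limma on log2(value + 1) without a replicate block, at an adjusted p-value of at most 0.1 (Benjamini-Hochberg). Its standard form, with a single prior variance for all regions, called 0 regions, with 6540 at an unadjusted p-value of at most 0.05. On simulated reads for the 90332 regions, 200 of which were changed 8-fold, that form recovered 0% of the changed regions although their fitted sizes were right. Limma with a variance trend on mean signal recovered 96%, edgeR with TMM scaling 96.5%, and DESeq2 with a local dispersion fit 94.5%. The variance trend was therefore added, after both results on the real data, 0 and 896 calls, had been seen. In the simulated reads the variance followed from mean signal alone, as such a trend assumes, so this comparison favours it by construction. Planted changes smaller than 8-fold were not simulated. The limma results below include the trend unless stated otherwise. In all, 22 combinations of test, scaling and filter were run on the group comparison, 13 of them chosen after the data were examined. Fold changes are on the log2(value + 1) scale and understate the change of regions with few reads. Where a group had at most 3 reads in each library, the fold is given as "at least". It then takes that group at 3 scaled reads per library, above the floor of 1 read, and is a cautious lower bound. Limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0 were run in R 4.3.3. EdgeR's quasi-likelihood test and DESeq2's Wald test were applied to the recovered reads as alternatives.

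Group totals were compared by an exact two-sided permutation test, which doubles the smaller one-sided share and with 2 libraries against 2 cannot give a p-value under 0.333. Promoter regions were those within 1 kb of a transcription start of GENCODE 44 mapped to GRCh37, the build of the deposited coordinates. All 23 chromosome names matched and 0 regions ran past a chromosome end. Odds ratios have 95% confidence intervals over regions, and regions are not independent replicates. Matching on signal used 10 classes of mean signal. By a rule fixed before the data were examined, the regions named are the 5 largest falls and the 5 largest rises among those called and changed the same way in both same-numbered replicate pairs, followed by the strongest region within 1 kb of a transcription start of each of 30 listed genes. Lists taken from the study's other assays held 6 genes with lowered expression, 5 with raised expression and 11 with gained long-range interactions. Added to these were *BHLHE40*, the study's example from the same ATAC-seq assay, and 7 zinc-response genes, which are not named in its text.

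GC content and sequence patterns were read from GRCh37 with bedtools 2.31.1. Similarity to mitochondrial DNA was searched with blastn 2.17.0 at an E-value of 1e-10, and regions with at least 50 aligned bases were counted. A stricter search with an identity minimum had missed the strongest such regions, and the minimum was dropped after their values had been seen. Trends on signal and GC content were removed with natural splines of 6 degrees of freedom in statsmodels 0.14.6. Alternatives covered the scaling, the test, the filter on weak regions, the pseudocount, the threshold, the promoter distance, the replicate block and each library left out. Single peak calls and their overlaps between libraries were not analysed here.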

Results

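Chromatin accessibility was measured at 90332 regions in 4 libraries of U937-PR9 cells, 2 uninduced and 2 induced with zinc to express the PML::RARA fusion protein. Regions had a median width of 508 bp, from 201 to 2799 bp, and covered 53.7 Mb of the hg19 genome. The deposited annotation placed 15501 of them (17.2%) at promoters, 31489 (34.9%) in introns, 38659 (42.8%) in intergenic sequence and 4683 (5.18%) in exons. Reads in regions ranged from 7349301 to 13273091 per library.

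The amount of accessible signal was compared first. After the deposited scaling, uninduced libraries held 9722340 ± 418580 reads in regions (SD, n = 2) and induced libraries 7570446 ± 312746 (SD, n = 2). The induced mean was 22.1% lower. Both induced libraries lay below both uninduced libraries, and the fall was 22.2% between the replicate 1 libraries and 22.0% between the replicate 2 libraries. With 2 libraries per group, the exact two-sided permutation test gave a p-value of 0.333, the smallest this design allows. Leaving out single libraries gave ratios of induced to uninduced between 0.756 and 0.803.

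**Figure D1:**
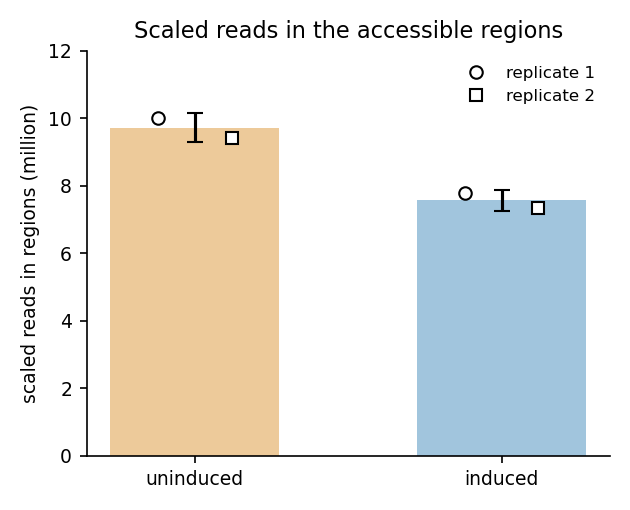
Scaled reads in regions for uninduced and induced cells; bars are group means, error bars are SD over 2 libraries, and circles and squares are the replicate 1 and replicate 2 libraries. Uninduced libraries average 9722340 and induced libraries 7570446, with no overlap between the groups.

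Most regions shared in this fall. The median log2 change over all regions was -0.28 between the replicate 1 libraries and -0.35 between the replicate 2 libraries. Signal was lower after induction in 69.0% of regions in the former pair and in 75.7% in the latter, and 55.3% were lower in both, against 52.2% if the pairs were independent. By comparison, the median log2 difference between replicates was -0.05 among uninduced and -0.12 among induced libraries, but it too ran with signal among the uninduced ones, from 0.35 in the weakest of 10 classes of mean signal to -0.17 in the strongest. The median change depended on signal strength, and differently in the 2 pairs. It went from 0.08 in the weakest class to -0.42 in the strongest for replicate 1, and from -0.30 to -0.39 for replicate 2. All of these values rest on the deposited scaling. With libraries scaled to their reads in regions, the median log2 change fitted over all regions moved from -0.32 to 0.03.

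**Figure D2:**
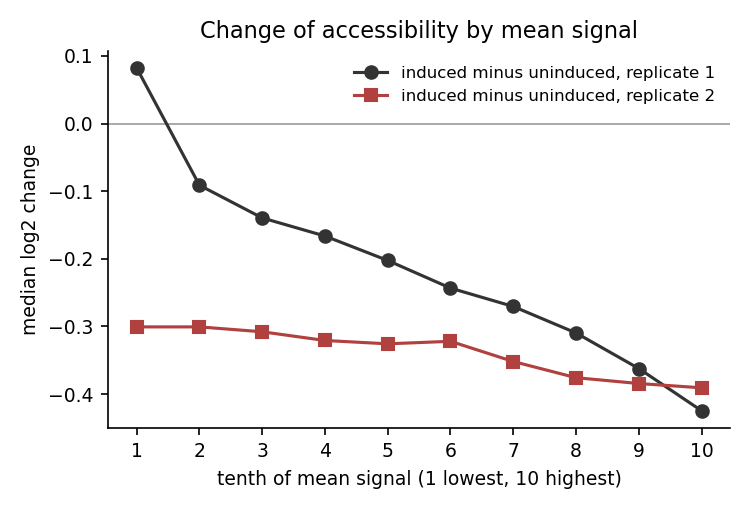
Median log2 change, induced minus uninduced, in 10 classes of mean signal from the weakest (1) to the strongest (10); circles join the replicate 1 libraries and squares the replicate 2 libraries. The change falls from 0.08 to -0.42 for replicate 1 and from -0.30 to -0.39 for replicate 2.

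To ask which regions differed between induced and uninduced cells, limma with a variance trend was applied to the scaled values. It called 896 regions at an adjusted p-value of at most 0.1, of which 874 were lower and 22 higher after induction. The share that was lower was 97.5% (95% Wilson interval 96.3 to 98.4). All 896 changed the same way in both replicate pairs. The trend was added after the data were examined, because limma without it recovered 0% of 200 simulated changes. In those simulated reads variance followed mean signal by construction, which favours the trend. Limma without the trend called 0 regions, with 6540 at an unadjusted p-value of at most 0.05. The number and direction of calls depended on the scaling. With libraries scaled to reads in regions, limma called 35 regions, 19 lower and 16 higher. EdgeR on the recovered reads called 1308 regions with the deposited scaling, 1277 of them lower, and 48 with TMM scaling, 29 lower and 19 higher.

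In the authors' deposited table, 6376 regions had an adjusted p-value of at most 0.1, 6361 lower and 15 higher. Lower promoter regions in the authors' deposited table carried 3596 gene names. The median log2 fold change of the lower regions in the authors' deposited table was -0.55, and 194 of them had fallen to 50% or less of the uninduced signal. An adjusted p-value of 1 was listed for 71807 regions (79.5%) in the authors' deposited table. Benjamini-Hochberg adjustment over the other 18525 regions gave the listed values, and over all 90332 it left 2286 calls. Those 18525 regions had a log2 concentration of at least 6.86, and all but 52 of the 18577 regions at or above it were among them. The 71807 regions were thus almost all weaker ones that were left out of the adjustment. DESeq2 with a local dispersion fit on the recovered reads, with the deposited scaling and no replicate block, gave p-values within 1% of the deposited ones and called 6351 regions. The same DESeq2 fit called 130 regions when scaled to reads in regions, 92 lower and 38 higher, and 165 with median-of-ratios scaling, 133 lower and 32 higher. Of the 896 regions called by limma, 703 were also called in the authors' deposited table.

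**Figure D3:**
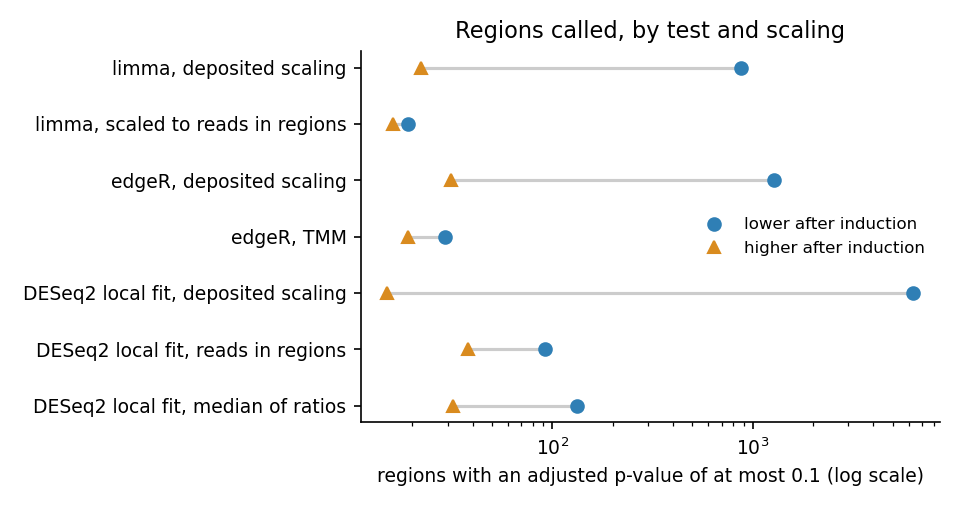
Number of regions with an adjusted p-value of at most 0.1 on a log axis, lower (circles) and higher (triangles) after induction, for limma, edgeR and DESeq2 under the deposited scaling and under scalings to the signal inside regions. With the deposited scaling lower calls number 874, 1277 and 6336, and with reads in regions or TMM they number 19, 29 and 92.

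Of the 5 largest falls among the called regions, 4 were at weak regions. On chromosome 6, region 151412119 to 151412319 in introns of *MTHFD1L* and of a long noncoding RNA gene had a scaled signal of 29.7 ± 10.3 (SD, n = 2) in uninduced cells and at most 2 reads in either induced library, which was at least 11.6-fold lower (limma adjusted p-value 0.0255). Intergenic regions on chromosome 18, from 76253479 to 76253801, and on chromosome 9, from 30066045 to 30066277, were at least 8.84-fold and 7.85-fold lower, with induced libraries at 1 read each. An intronic region of *APBA2* on chromosome 15, from 29355171 to 29355909, fell by 2.92 on the log2 scale (SE 0.785). An intronic region of *CDH23* on chromosome 10, from 73506216 to 73506618, had more reads. Its signal was 151 ± 67.2 in uninduced and 27.7 ± 12.2 in induced cells (SD, n = 2), a log2 change of -2.40 (SE 0.362, limma adjusted p-value 0.00152).

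The 5 largest rises included 2 regions with at most 2 reads in either uninduced library. An intronic region of *PTPRN2* on chromosome 7, from 157939757 to 157941562, was at least 9.54-fold higher, and an intronic region of *BAHCC1* on chromosome 17, from 79399092 to 79399298, was at least 13.0-fold higher. A region on chromosome 8, from 145912755 to 145913448, was intergenic by GENCODE 44, 1524 bp from a transcription start of *ARHGAP39*. The authors' deposited table annotates it as promoter. Its signal rose from 9.38 ± 10.8 to 120 ± 17.5 (SD, n = 2), a log2 change of 4.11 (SE 0.559, limma adjusted p-value 0.000276). An intronic region of *SNTG2* on chromosome 2, from 1102072 to 1102567, and an intergenic region on chromosome 14, from 94812365 to 94812998, rose by 3.37 and 3.11 on the log2 scale (SE 0.705 and 0.687). In 3 of these regions the uninduced libraries were far apart, at 1.72 and 17.0 on chromosome 8, 14.6 and 0.71 at *SNTG2*, and 43.9 and 1.42 on chromosome 14. The induced values in the same order were 133 and 108, 78.9 and 35, and 112 and 70. All 10 regions had an adjusted p-value of 1 in the authors' deposited table. Their mean signal over the 4 libraries lay below 116, the lowest mean among regions adjusted there, so this value is not a negative test. With libraries scaled to reads in regions, the adjusted p-value stayed at or under 0.1 at the *CDH23* (0.0294), chromosome 8 (0.00240), *BAHCC1* (0.0836) and *SNTG2* (0.0871) regions, and rose above it at the other 6.

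To compare promoter regions with the rest, the share of called regions was taken in each. Limma called 371 of 21991 promoter regions (1.69%) and 525 of 68341 other regions (0.768%), an odds ratio of 2.22 (95% interval 1.94 to 2.53). In the authors' deposited table the odds ratio was 8.06. Promoter regions also had the stronger signal, with a median log2 concentration in the authors' deposited table of 7.55 against 4.74 in introns and 4.81 in intergenic sequence. Among regions of the same mean signal the odds ratio of the limma calls was 0.463, and that of the authors' deposited table, over the 18525 regions with an adjusted p-value below 1, was 0.779. In the strongest of 10 signal classes, the median log2 change at promoter and other regions was -0.43 and -0.40 for replicate 1, and -0.38 and -0.43 for replicate 2. The order of the 2 kinds of region was thus opposite in the 2 pairs.

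Promoter regions were found for 29 of the 30 listed genes. Adjusted over the list alone, limma called 9 of the 29, all lower. Adjusted over all regions, it called 2, *BHLHE40* and *SPI1*. With libraries scaled to reads in regions, 3 were called when adjusted over the list alone, of which *BHLHE40* was lower and *CCNA1* and *MT1F* were higher. Because the scaling moves the median of all regions, changes are also given relative to that median.

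The *BHLHE40* region (chromosome 3, 5019749 to 5021462), which covers exon, UTR and coding sequence, had a signal of 1900 ± 83.1 in uninduced and 816 ± 89.2 in induced cells (SD, n = 2). Its log2 change was -1.22 (SE 0.159, limma adjusted p-value 0.000261 over all regions), or -0.91 relative to the median of all regions. It was called lower under each of the deposited, reads-in-regions and TMM scalings. The *SPI1* region (chromosome 11, 47399487 to 47400651, exon, UTR and coding sequence) went from 265 ± 50.7 to 144 ± 30.1 (SD, n = 2), a log2 change of -0.88 (SE 0.237, limma adjusted p-value 0.0953), or -0.56 relative to the median. With reads in regions as the scaling its log2 change was -0.52 and its limma adjusted p-value 0.979.

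All 6 promoter regions of genes with lowered expression were lower in both replicate pairs, and 5 of them (*SPI1*, *CEBPA*, *CEBPB*, *SP1* and *ID2*) were called when adjusted over the list alone. Their median log2 change was -0.64 with the deposited scaling and -0.28 with reads in regions. Of the 5 genes with raised expression, 0 were called and 0 had an unadjusted p-value of at most 0.05. Their median log2 change was -0.19 with the deposited scaling and 0.17 with reads in regions, so its sign followed the scaling. The 11 regions of genes with gained interactions were all lower in both pairs, with a median of -0.36 against 0.01 with reads in regions, and 3 (*MYB*, *DUSP6* and *CHD2*) were called over the list alone. Of the 6 zinc-response genes with a region, 0 were called and 0 had an unadjusted p-value of at most 0.05. Their median log2 change was -0.10, and 0.26 with reads in regions.

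**Figure D4:**
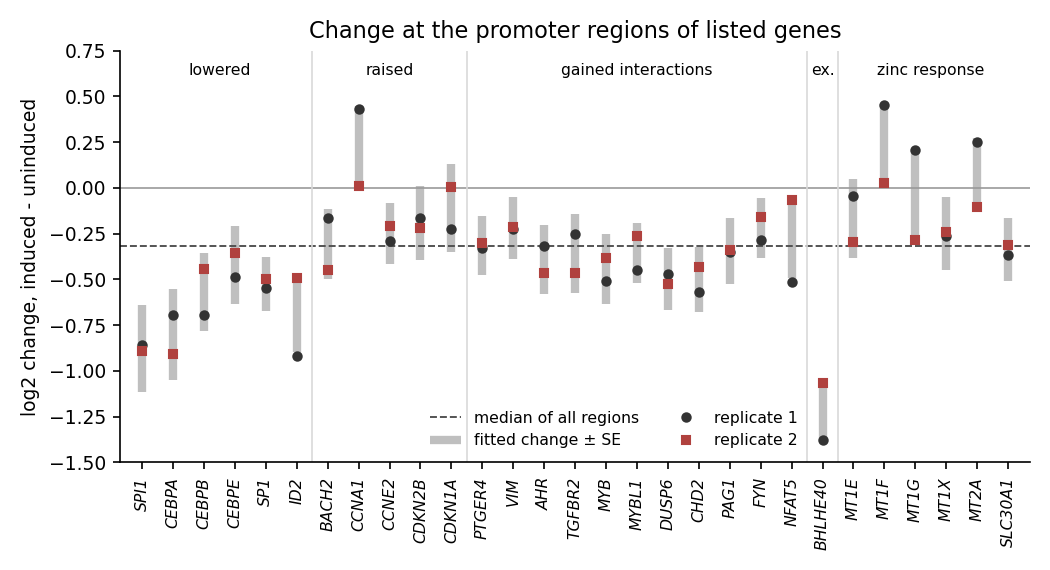
Log2 change, induced minus uninduced, at the promoter regions of 29 listed genes under the deposited scaling; circles and squares are the replicate 1 and replicate 2 pairs, grey bars the limma change ± SE, the dashed line the median of all regions (-0.32), and "ex." the accessibility example. *BHLHE40* lies lowest at -1.22, and genes with lowered expression lie below the dashed line; scaling to reads in regions raises all values and turns the sign of 15.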

Values the study reported

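The study reported 90,332 accessible regions across its datasets, with 18% at promoters, 35% in introns and 43% between genes. Its differential analysis gave 6376 regions at an adjusted p-value of at most 0.1, and more than 99% of these lost accessibility with zinc. It counted 3596 gene promoters with at least 1 region that closed.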

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

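The alternatives fixed before the data were examined covered filters, thresholds, pseudocount, promoter distance, the replicate block in limma with the deposited scaling, left-out libraries, and edgeR and DESeq2 with scalings to the reads inside regions. The variance trend of limma, limma scaled to reads in regions, edgeR with TMM in place of limma, all fits of edgeR and DESeq2 with the deposited scaling or a local dispersion fit, and the comparisons limited to the regions given an adjusted p-value below 1 were chosen after the data were examined. So were all other fits with the block, the splits by replicate number, promoters as annotated in the authors' deposited table and the odds ratios of its calls. Fits that leave out a library leave a group with 1 library, so values and no calls are given for them. Overlap of peaks between libraries and a stricter peak q-value were not run because the table holds merged regions.

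The number of called regions changed with nearly every choice. Without the variance trend, which was added only after its effect on the real data had been seen, limma called 0 regions in place of 896, with 6540 at an unadjusted p-value of at most 0.05. On simulated reads that form recovered 0% of 200 changed regions, so its 0 does not show that regions are unchanged. The stricter adjusted p-value of 0.05 left 302 calls, and the regions left when the weakest 25% by mean signal were removed gave 1502, and the cause was not tested. A pseudocount of 0.1 (930 calls) and edgeR with the deposited scaling (1308 calls) stayed within 1.5 times of 896.

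Scaling changed both the number and the direction of calls. Limma scaled to reads in regions called 35 regions, 54.3% of them lower, against 97.5% with the deposited scaling. EdgeR called 48 with TMM (60.4% lower), 37 with total reads in regions (51.4%), 48 with DESeq2 size factors (58.3%), 68 without a filter on low counts (57.4%) and 48 with at least 10 reads in every library (64.6%). DESeq2 with median-of-ratios size factors called 52 (71.2%) and, with a local dispersion fit, 165 (80.6%). With reads in regions and the local fit it called 130 (70.8%). Under the deposited scaling DESeq2 called 6351 with the local fit (99.8% lower) and 2758 with the parametric fit (100%). Without the filter on mean signal it called 2284 (98.8%). At an unadjusted p-value of at most 0.05, 95.6% of the limma results were lower. The median log2 change over all regions was -0.32 with the deposited scaling, 0.0344 with reads in regions, -0.0079 with TMM and -0.0095 with DESeq2 size factors. The construction of the scalings accounts for the shift of the median. TMM and DESeq2 size factors set a typical region to no change. Scaling to reads in regions makes the library totals equal instead, and its median stayed at 0.0344.

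In the authors' deposited table, stricter adjusted p-values of 0.05 and 0.01 left 3680 and 946 of the 6376 regions. The table holds autosomes and X alone, so restricting to them removed 0 regions. All 6376 lie above the median concentration, but only regions with a log2 concentration of at least 6.86 had an adjusted p-value below 1. Both outcomes were thus fixed in advance and test nothing.

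The odds ratio of promoter against other regions, 2.22, was 2.30 with promoters taken to 3 kb. It reversed to 0.463 with regions matched on mean signal and to 0.606 over regions with an adjusted p-value below 1 in the authors' deposited table. Calls of the authors' deposited table gave 8.06 over all regions, 10.2 with promoters as annotated there, 1.70 over regions with an adjusted p-value below 1, and 0.779 when those were matched on signal. Matching on signal was the only difference between 2.22 and 0.463 and between 1.70 and 0.779. The reversal to 0.606 came with a restriction that was nearly a cut on mean signal. It kept all but 52 of the 18577 regions with a log2 concentration of at least 6.86. Signal was not matched within those regions.

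Of the listed genes, 9 were called over the list alone with limma, 10 with any region within 10 kb, 0 without the variance trend (2 at an unadjusted p-value of at most 0.05), 3 with reads in regions, 2 with edgeR and TMM, and 14 with the unadjusted p-values of the authors' deposited table adjusted over the list. The log2 change turned positive at 15 listed promoter regions under reads in regions and at 11 of them under TMM as well, with the former value first: *BACH2* 0.0542 and 0.0225, *CCNE2* 0.11 and 0.0710, *CDKN2B* 0.17 and 0.13, *CDKN1A* 0.25 and 0.20, *PTGER4* 0.0463 and 0.0059, *VIM* 0.14 and 0.10, *FYN* 0.14 and 0.11, *NFAT5* 0.0695 and 0.0172, *MT1E* 0.19 and 0.18, *MT1G* 0.32 and 0.33, and *MT1X* 0.11 and 0.0699. Under reads in regions alone it turned at *TGFBR2* (0.0018), *MYBL1* (0.0052), *PAG1* (0.0159) and *SLC30A1* (0.0234). Of the other single regions named, 7 lost their call over all regions under reads in regions and 5 under TMM.

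Libraries with the same replicate number deviated together from their group means, with a correlation over regions of 0.154, and 0.556 over the strong regions. Same-numbered libraries of different groups also had a lower chi-square of their read counts per region (4.15 and 3.71) than replicates of a group (5.11 and 4.91). Splitting the libraries by replicate number gave 224 calls with edgeR and TMM, against 48 for induction, and 50 against 6351 with DESeq2 under the deposited scaling. The study describes its samples as paired, but the labels do not say what the number stands for, and there are only 2 pairs. The main fit kept the form set before the data were examined, without a block, as did the fit behind the authors' deposited p-values. Neither shows that the libraries are unpaired. A fit without a block counts differences tied to the replicate number as noise, so it may miss changes, and its 0 calls among listed genes do not show that these are unchanged. With the replicate number as a block, limma called 18527 regions, and with reads in regions as the scaling 1975, 54.4% of them lower. EdgeR with the block called 2117 with TMM (62.8% lower) and 18591 with the deposited scaling. DESeq2 with the block called 9564 (99.5% lower). Over the list alone, 23 regions were called with the block, among them 2 of genes with raised expression and 3 of zinc-response genes, where 0 were called without it. With only 1 residual degree of freedom, these counts are not read as stronger effects.

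Without each library in turn, the median log2 change ranged from -0.36 to -0.25 and the ratio of scaled reads from 0.756 to 0.803. Without regions similar to mitochondrial DNA the ratio was 0.771. Depth limits the weakest regions most: induced replicate 2 had a median of 30 reads per region, and 2183 of its regions stood at the floor of 1 read. Counts at the floor did not follow depth alone. Uninduced replicate 1 had 2000 such regions at a median of 43 reads, and induced replicate 1 had 1140 at a median of 46.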

Other observations

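Tests for scaling, uniform dilution, the trend with GC content across all regions, mitochondrial DNA, the simulated common fall, the single-library rise and both comparisons of gene lists were chosen or changed after the results they bear on had been seen. Tests for both sequence patterns, promoter signal and the GC content of the higher regions were fixed before, but the matching classes and the control of the repeat test were set afterwards.

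Limma called 896 regions here. That is lower than the value quoted from the study above. DESeq2 with a local fit on the recovered reads called 6351.

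Near-uniform loss of accessibility is the pattern most open to question. Reads simulated with a common fall of the measured size, to 0.779 of the uninduced level, and no region-specific change other than 200 planted ones, gave 4557 unchanged regions called by the DESeq2 model of the deposited comparison, 4556 of them lower, and 7 by edgeR with TMM. Limma with the variance trend called 1520 of the unchanged regions, against 896 calls in the data. The simulated fall was uniform, its variance followed mean signal alone, and the simulated libraries had no difference tied to the replicate number. In the data the fall varied with signal and same-numbered libraries deviated together, so these counts cannot be compared directly. A shift shared by all regions may account for part of the 6376 calls in the authors' deposited table and of the 896 limma calls. How large a part such a shift explains is not shown by the simulation. Whether that shift is biological stays open. Scaling to reads in regions brought the share of lower calls to 54.3%, but such a scaling removes a common shift of either origin by construction, so the 2 cannot be told apart without reads outside the regions or a spike-in, which were not analysed here.

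A trend with GC content is argued against as the sole cause, since the median log2 change was below 0 in both pairs in each of 5 classes of GC content, with a highest value of -0.131. The fall did grow with GC content in replicate 1, from -0.131 in the lowest class to -0.389 in the highest. In replicate 2 the same classes had -0.399 and -0.357. The test first set for a GC trend was the difference between promoter and other regions at matched signal. It was close to 0 (0.00652) and stayed small once GC content was removed as well (0.0420), which decided nothing. A larger share of mitochondrial reads stays open. Scaled reads in 122 regions similar to mitochondrial DNA had a ratio of induced to uninduced of 1.01 for replicate 1 and 1.32 for replicate 2, while total scaled reads fell by 22.2% and 22.0%. The share of scaled reads in these regions thus rose from 1.26% to 1.64% and from 2.20% to 3.74%. Scaled reads there also differed with the replicate number, at 126458 and 127534 in the replicate 1 libraries and 207622 and 274667 in the replicate 2 libraries. Reads on the mitochondrial genome itself, and whether they entered the deposited factors, were not analysed here. Dilution by background reads could not be excluded. It predicts a change that starts near 0 in weak regions and levels off. Replicate 1 started near 0 but kept falling to the strongest regions, and replicate 2 changed little with signal. Log2 changes of the 2 pairs, which share no library, correlated across 18525 regions with an r of 0.410 after the trends on signal and GC content were removed. The difference between replicates, taken within each group, gave 0.462, so region-specific differences of this size also arise without induction. With the replicate numbers crossed it was -0.06, which follows from the other values, because crossing sets the replicate difference against itself, and decides nothing. Regions are not independent replicates.

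Fewer promoter calls than signal predicts is a related point. The excess of calls in promoter regions may reflect signal strength, since the odds ratio fell from 2.22 to 0.463 among regions of the same mean signal. Signal alone would bring the ratio to about 1, so the fall below 1 is left without an explanation. At matched signal, promoter and other regions differed in log2 change by -0.02 for replicate 1 and 0.03 for replicate 2, less than the -0.14 and -0.09 between replicates of a group. With GC content matched as well, promoter regions fell less by a log2 difference of 0.0412 and 0.0428, slightly more than the 0.0309 and 0.0326 between replicates, so whether promoters respond less stays open.

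A direct repeat of the nuclear receptor core sequence RGKTCA, with 0 to 8 bases between the copies, was more frequent in regions called lower. Among the 18525 stronger regions, 6.90% of the 710 called lower by limma carried it against 3.02% of the others, an odds ratio of 2.36 (95% interval 1.73 to 3.22) at matched signal, GC content and width. Matching on promoter class as well gave 2.31. For the authors' deposited calls the odds ratio was 1.55 (95% interval 1.29 to 1.86). A control added afterwards, the same pattern with the core written backwards, gave an odds ratio with a 95% interval of 0.647 to 1.56. Regions with the repeat changed by a further -0.06 on the log2 scale in replicate 1 and -0.05 in replicate 2, against -0.02 and -0.01 between replicates within a group. This comparison within libraries does not depend on a common scaling factor. It is consistent with an added loss at retinoic acid receptor type elements, as a hypothesis. The added loss was small, 49 of the 710 lower regions carried the repeat, and neither binding of the fusion protein nor other receptors of this family were tested.

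Promoters of the 6 genes with lowered and the 5 genes with raised expression moved apart. After the trends on signal and GC content were removed, their mean log2 changes were -0.24 and 0.29, a difference of -0.53. In an exact two-sided permutation test over these 11 genes the p-value was 0.00433, the smallest it can give. The difference was -0.63 for replicate 1 and -0.42 for replicate 2, but also -0.25 between the uninduced libraries and -0.05 between the induced ones. The 11 genes with gained interactions, which the study describes as raised too, had a mean of 0.07, and added to the raised list they gave a smaller difference of -0.37 (exact two-sided permutation p-value 0.000134 over 22 genes). That difference was -0.42 for replicate 1 and -0.32 for replicate 2, against -0.11 between the uninduced and -0.01 between the induced libraries. All 11 were lower in both pairs with the deposited scaling, so their rise is only relative to regions of the same signal and GC content. A difference in signal or GC content between the lists is thus argued against. The genes were picked by the study as examples, and a link between relative accessibility and expression may be a candidate explanation that these few genes cannot settle.

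Among the 15 regions higher in the authors' deposited table, the region on chromosome 16 from 56643957 to 56644713, singled out after its values were seen, lay 1355 bp from a transcription start of *MT2A*, a metallothionein gene. Its signal was 151 and 136 in uninduced and 387 and 199 in induced cells. Its log2 change was 0.95 with the deposited scaling and 1.31 with reads in regions. The promoter region of *MT2A* had smaller log2 changes of 0.07 and 0.43 under the same scalings. Zinc was given to every induced library, so its own effect and that of the fusion protein cannot be told apart. Metal response element cores (TGCRCNC) were no more frequent in the 15 regions than in matched ones, at 0.904 against 1.19 per kb, and 81.8% of 10000 matched draws had at least as many. The region at *MT2A* was the only 1 of the 15 within 10 kb of a listed zinc-response gene, a distance and a list fixed before, and 3 of the 22 regions called higher by limma were that close. Such regions lie mostly in a single gene cluster and are not independent, so no test is given. A trend with GC content is argued against, since the 15 regions kept 98.9% of their relative change after its removal. Their median log2 change was 0.79 for replicate 1 and 0.53 for replicate 2, and both induced libraries lay above both uninduced ones in all 15. Because these regions had been chosen for their rise, another 15 were chosen, 6 of them shared, as the largest rises in a single pair, with the trends removed. Chosen on replicate 1 they had a median of 0.65 in replicate 2, and chosen on replicate 2 a median of 0.86 in replicate 1, and 0% of 10000 random draws reached either value. A rise carried by a single induced library is thus argued against.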
